A study of Mus musculus with 6 samples. Its data were reported in "Systematic identification and characterization of long non-coding RNAs in mouse mature sperm" (2017).

How the data were processed

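RNA was measured by strand-specific, rRNA-depleted paired-end sequencing of mature sperm and of testes from mice of the inbred strain C57BL/6, aged 3 to 5 months per the labels. Sperm came from the caudal epididymis and the vas deferens, were pooled over mice and were purified before RNA extraction, and testes of these mice formed the testes samples. Samples were grouped by their titles, which name 4 sperm samples and 2 testes samples and number the replicates within each group.

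Before mapping, the authors discarded adaptor sequence, reads without an insert and reads of poor quality. They mapped the remainder with SOAPaligner/SOAP2, whose version is not stated. Transcript models were RefSeq mRNA, NONCODE long non-coding RNA (lncRNA) and transcripts the authors assembled themselves and sorted by coding potential. The deposited tables give, per transcript, an estimated count of fragments that need not be whole and is not scaled for depth. They also give FPKM (fragments scaled by the transcript's length and by the mapped fragments of the sample) and the transcript length in bases, per the file headers. The counting program and the genome build used by the authors are not stated in the sources read here. Each table lists only transcripts with a value in that sample, so a transcript absent from a table was taken as 0.

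Transcripts were put in 4 classes by the form of their identifier: known lncRNA (NONCODE), predicted lncRNA (assembled by the authors), known mRNA (RefSeq) and predicted mRNA (assembled by the authors). Of the 16425 RefSeq transcripts in the 6 tables, 16312 (99.3%) matched a gene of the GRCm38.p6 annotation by accession, and 15595 of them had the same gene symbol in both. Gene coordinates are those of GRCm38.p6 and were obtained through these accessions, since the tables hold no coordinates. No genome sequence was used here, so GC content was not tested, and lncRNA are given by identifier without a position.

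The total of the estimated counts is the depth used here. It ran from 366455 in sperm replicate 3 to 2866856 in testes replicate 1, so the smallest share that can be seen, taken as 3 counts, ran from 8.19 to 1.05 ppm. Intervals for a share in a single sample are Wilson 95% intervals. Intervals and floors cover counting error only, because fragments copied by PCR are not independent molecules. Labels give no sequencing or library batch, so batches could not be compared, and every chi-square per degree of freedom between replicates of a group lay between 14.3 and 24.8 over transcripts with 20 or more counts in the pair. No replicates were therefore merged.

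Comparisons between groups used sperm replicates 2, 3 and 4 against testes replicates 1 and 2, because the study left out sperm replicate 1 after its correlation check. Values of replicate 1 are given beside the others for the main measures and for some of the named transcripts. Per-sample measures were compared by exact two-sided permutation tests of the difference in means, with Benjamini-Hochberg adjustment over the 7 tests. With 3 against 2 samples the smallest possible p is 0.2, and with 4 against 2 it is 0.133, so none of these tests can reach 0.05. Changes of such a measure under another setting were therefore judged against 1 SD of the sperm replicates, and numbers of called transcripts by a factor of 1.5. Correlations between samples were computed across transcripts, which are not independent replicates, and have no p-value.

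The design fixed before the data were examined foresaw limma on log2(FPKM + 1), with edgeR if the tables held read counts. They hold estimated counts, so edgeR's quasi-likelihood test was used, on counts rounded to whole numbers with TMM factors. Transcripts with FPKM of at least 1 in 2 or more of the 5 samples were tested, lncRNA and mRNA in one fit. A transcript was called when its Benjamini-Hochberg adjusted p was below 0.05 and its fold change above 2. Standard errors of log2 fold changes were derived from the test's F statistic. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.

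The methods were tested on simulated counts drawn from the real means, totals and spread, in which 200 transcripts were changed 16-fold. These 200 were drawn only from transcripts above a minimum of expected counts in the smallest sample. Recovery of changes at lower counts is therefore not known. At the spread estimated by edgeR, edgeR recovered 106 of the 200 and 4.5% of its calls were unchanged transcripts, DESeq2 recovered 153 with 19.5% of calls unchanged, and limma recovered 0. A second simulation with a low dispersion of 0.05 was added after that result. In it edgeR recovered 200, DESeq2 198 and limma 161. Unchanged transcripts had a median edgeR log2 fold change of -0.339 at the estimated spread and -0.130 at the low one. In the samples themselves limma on log2(FPKM + 1) called 707 lncRNA higher and 5252 lower, and its power there is not known.

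Alternatives chosen before the data were examined were other detection limits, medians, one common set of transcripts, no filter, a stricter filter, library size alone, limma with another pseudocount, with quantile normalization or without trend, all 4 sperm samples, the replicate number as a block, and leaving out each replicate. For the named transcripts, the fits without a filter and without each sperm replicate were added afterwards. So was the correlation without the transcripts of a single lncRNA gene. Other alternatives added afterwards were limma on log2(FPKM + 1), DESeq2, RLE factors, random thinning of every sample to a total of 366438 counts, counts summed per gene, correlation over mRNA alone, and the number of sperm replicates in which a transcript must be listed. The first runs of the alternatives for the count test were seen before the final tables were made, and the design stayed as fixed.

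The genes and transcripts named were chosen by a rule written before the data were examined. They are the markers, PCR targets and controls that the study examined, and, among lncRNA and among mRNA, the 2 transcripts with the largest rise and the 2 with the largest fall in log2(FPKM + 1) among called transcripts whose 3 sperm values all lay on one side of both testes values. Kit and Cdh1, markers the study used for other cells, were not analysed here. The round spermatid data that the study compared with sperm were not used here.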

Results

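Total RNA of mature sperm and of testes was sequenced in 6 mouse samples to describe the lncRNA carried by sperm. The sperm group held 4 samples and the testes group 2. The summed estimated counts were 424606, 1058017, 366455 and 508252 in sperm replicates 1 to 4, and 2866856 and 2606086 in testes replicates 1 and 2. Testes samples thus had higher totals than every sperm sample, and depth and group could not be separated without thinning. Most counts lay in lncRNA, 88.8% ± 0.878 (SD, n = 3) in sperm replicates 2 to 4 and 86.2% ± 0.236 (SD, n = 2) in testes. Whether rRNA left after depletion contributed to the counts given to lncRNA was not tested.

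The first comparison asked how alike the samples were. Across all transcripts, Pearson r of FPKM was 0.859 between sperm replicates 2 and 3, 0.883 between 2 and 4, and 0.928 between 3 and 4. Sperm replicate 1 correlated less with these samples, with r of 0.647, 0.682 and 0.553 against replicates 2, 3 and 4. The testes samples had r of 0.975 with each other and 0.201 to 0.325 with sperm replicates 2 to 4. The mean r among sperm replicates 2 to 4 exceeded the mean r of replicate 1 with them by 0.263. Without the 10 transcripts with the highest mean FPKM the gap was -0.0466, and without the 14 transcripts of the lncRNA gene NONMMUG018329.2, which moved it most, it was -0.0781. Over mRNA alone, replicate 1 had a mean r of 0.970 with the other sperm samples, which had a mean r of 0.963 among themselves. The lower mean r of replicate 1 therefore held for FPKM over all transcripts, and it was absent without the highest transcripts and for mRNA. Without the 10 highest transcripts, the mean r among replicates 2 to 4 itself fell from 0.890 to 0.714. Replicates 1 and 4 then had the lowest r of any sperm pair, 0.620.

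**Figure D1:**
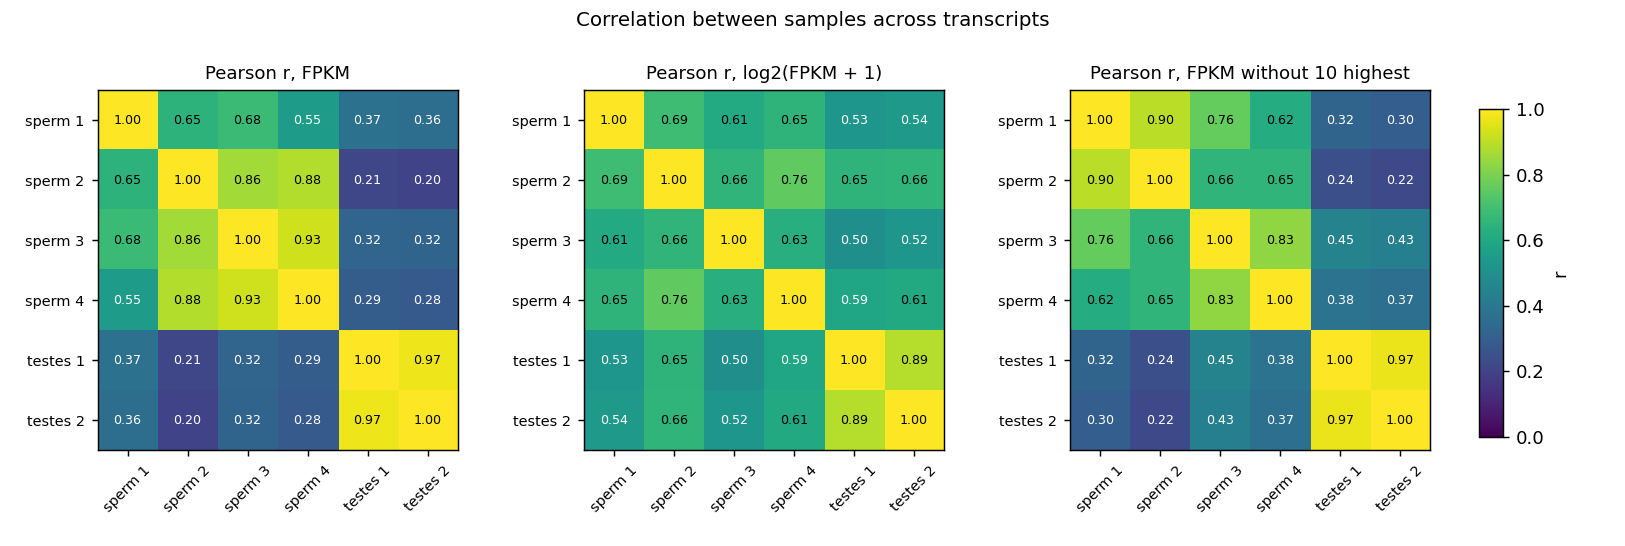
Correlation coefficient r across transcripts for each pair of the 6 samples, on FPKM (left), on log2(FPKM + 1) (middle) and on FPKM without the 10 highest transcripts (right), with colour from 0 to 1. On FPKM sperm 1 has r of 0.553 to 0.682 with the other sperm samples, and without the 10 highest transcripts 0.620 to 0.898.

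The number of transcripts listed with FPKM above 0 was compared next. Sperm replicates 2 to 4 listed 22279, 5897 and 11530 lncRNA transcripts, with a mean of 13235 ± 8323 (SD, n = 3), and replicate 1 listed 7750. Testes listed 42111 and 34082, with a mean of 38097 ± 5677 (SD, n = 2). The ratio of the sperm mean to the testes mean was 0.347, and the exact two-sided permutation p was 0.2 (0.233 after Benjamini-Hochberg adjustment), the smallest that 3 against 2 samples can give. Every sperm sample lay below both testes samples. For mRNA the means were 4479 ± 3039 (SD, n = 3) in sperm and 13901 ± 649 (SD, n = 2) in testes, a ratio of 0.322 with the same exact permutation p of 0.2 (adjusted 0.233). Thinning all samples to 366438 counts moved the lncRNA ratio most, to 0.550, with 10737 ± 4853 transcripts in sperm and 19523 ± 3240 in testes over the mean of 20 draws. This alternative was chosen after the data were seen.

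**Figure D2:**
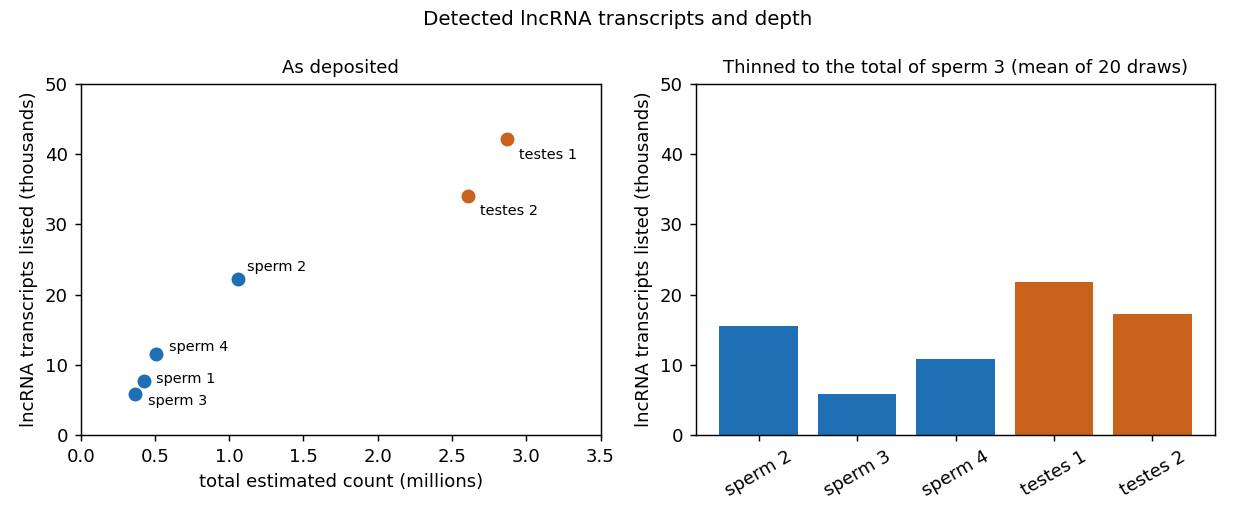
Number of listed lncRNA transcripts against the total estimated count for the 6 samples (left), and the mean number over 20 random draws with each sample thinned to 366438 counts for the 5 samples compared (right). As deposited, the number rises with depth from 5897 in sperm 3 to 42111 in testes 1, and after thinning sperm 2, 3 and 4 still lie below both testes samples.

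In sperm replicates 2 to 4 together, 20907 known lncRNA transcripts of 18422 genes and 4088 predicted lncRNA transcripts of 3717 genes were listed in at least 1 sample. The same samples listed 7914 known and 810 predicted mRNA transcripts. Of the 24995 lncRNA transcripts, 10597 were listed in at least 2 of the 3 samples and 4114 (16.5%) in all 3. Sperm replicate 2, the deepest sperm sample, alone accounted for 11842 of them. Transcripts of 200 to 3000 bases made up 82.1% of the lncRNA listed in any of the 3 sperm samples, 77.2% of those in all 3, and 84.7% of the 48355 lncRNA listed in testes. In the testes samples 27838 lncRNA (57.6%) were shared by both replicates. Of the lncRNA listed in sperm, 21370 (85.5%) were also listed in testes. Only 67 were listed in all 3 sperm samples and in neither testes sample, and at these depths absence from a sample was not distinguishable from a level below 3 counts.

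Average levels were compared by class to ask whether lncRNA stood higher in sperm than in testes, and higher than mRNA within sperm. The mean FPKM over listed known lncRNA was 33.3, 118 and 61.7 in sperm replicates 2, 3 and 4 and 87.2 in replicate 1, against 16.5 and 20.7 in testes. The sperm mean, with an SD of 43.2 (n = 3), exceeded the testes mean of 18.6 ± 2.97 (SD, n = 2) by 52.4, a ratio of 3.82. For predicted lncRNA the means were 49.0 ± 35.2 and 9.41 ± 1.83, a ratio of 5.21, and for known mRNA 13.8 ± 8.80 and 3.68 ± 0.382, a ratio of 3.74. Each of these 3 exact two-sided permutation tests gave p = 0.2 (adjusted 0.233), and in each every sperm sample lay above both testes samples. Medians gave ratios of 8.17 for known lncRNA and 6.46 for known mRNA. As a factor, the choice of divisor moved each of these ratios most. Averaged over one set of transcripts, those listed in any of the 5 samples, with absent ones as 0, the means for known lncRNA were 14.3 ± 0.212 in sperm and 13.7 ± 0.164 in testes, a ratio of 1.05. The ratio was 1.16 for predicted lncRNA, and for known mRNA it fell below 1, to 0.864. Known lncRNA exceeded known mRNA in every sample, with a ratio of class means of 5.34 ± 0.667 (SD, n = 3) in sperm and 5.04 ± 0.284 (SD, n = 2) in testes. On the log2 scale this ratio differed between the groups by 0.08, less than the SD of 0.18 among sperm replicates (exact permutation p = 1.0, adjusted 1.0).

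**Figure D3:**
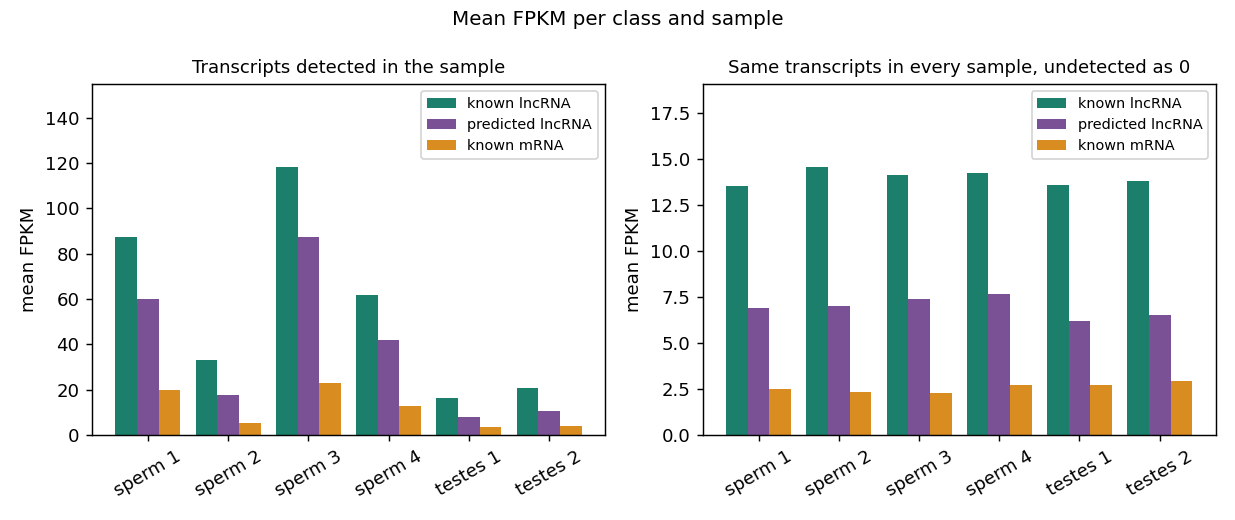
Mean FPKM of known lncRNA, predicted lncRNA and known mRNA in each of the 6 samples, over the transcripts listed in that sample (left) and over one set of transcripts with absent ones as 0 (right, on another vertical scale). Known lncRNA range from 16.5 to 118 on the left and from 13.5 to 14.5 on the right, and lie above known mRNA in every sample.

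The share of summed FPKM held by the 10 highest transcripts of a sample was 24.1% ± 1.26 (SD, n = 3) in sperm and 9.32% ± 1.23 (SD, n = 2) in testes, and 19.1% in sperm replicate 1. The difference of 14.8 percentage points was larger than the spread between replicates, with an exact two-sided permutation p of 0.2 (adjusted 0.233). For the 100 highest transcripts the difference was 22.0 percentage points.

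Differences of single transcripts between sperm and testes were tested on 20197 lncRNA and 5625 mRNA transcripts. With edgeR's quasi-likelihood test, 886 lncRNA were higher and 3737 lower in sperm, and 272 mRNA were higher and 1249 lower. Of the lncRNA called lower, 2497 (66.8%) had 0 counts in all 3 sperm samples, and 68.3% had an adjusted p between 0.04 and 0.05 in edgeR's test. Calls were not held against the floor of 3 counts, which was 2.84 ppm in sperm replicate 2 and 8.19 ppm in replicate 3. LTCONS_00001158, for example, was called lower with 7.4 and 3.93 counts in the deeper testes samples. How many calls lay below the floor was not counted, so absence from sperm need not mean a lower level. At an adjusted p below 0.01 there were 265 lncRNA higher and 654 lower. Of the settings tried, leaving out sperm replicate 2 moved the lncRNA counts most, to 209 higher and 429 lower. Every sperm value lay on one side of both testes values for 515 of the lncRNA called higher and 3732 of those called lower.

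Sperm and testes samples share the replicate numbers 1 and 2 in the labels, and a pairing can only be taken from these labels. With all 4 sperm samples and the replicate number as a block, 342 lncRNA were higher and 883 lower in sperm, and 83 mRNA were higher and 189 lower. In this fit sperm replicates 3 and 4 are alone in their blocks and add nothing to the contrast. It rests on sperm replicates 1 and 2 against testes replicates 1 and 2, and so includes the replicate that the study left out. A call lost in this fit can therefore come from the change of samples as well as from the block. The same 6 samples without the block gave 510 and 4075 lncRNA and 143 and 1306 mRNA, and the 5 samples without sperm replicate 1 and without a block gave 886 and 3737 lncRNA and 272 and 1249 mRNA. Deviations from the group means correlated by -0.0253 on average for the 2 same-numbered pairs, over 26621 transcripts. With 2 testes samples the deviations of one are the exact negative of those of the other, so pairs with different numbers give no independent comparison, and this value does not show whether the samples are paired.

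**Figure D4:**
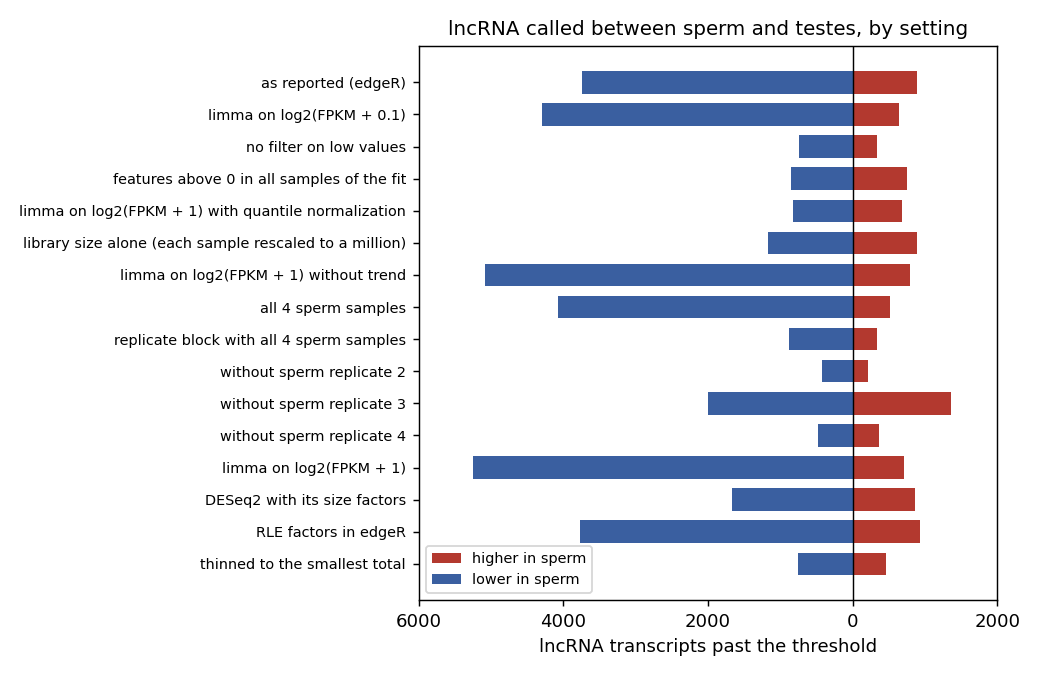
Number of lncRNA transcripts past the threshold under each of the 16 settings, with those lower in sperm to the left of 0 and those higher to the right. The number lower runs from 429 to 5252 and the number higher from 209 to 1360, and in every setting more were lower than higher.

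Protamines replace histones in sperm chromatin, and their mRNA served the study as sperm markers. Prm2 (NM_008933, GRCm38.p6 chromosome 16, 10791377 to 10792105) had FPKM of 303 ± 117 (SD, n = 3) in sperm, 184 in replicate 1, and 214 ± 94.5 (SD, n = 2) in testes, and did not differ (log2 fold change 0.27, SE 0.72, edgeR adjusted p 0.819). Prm1 (NM_013637, chromosome 16, 10796332 to 10796823) was called lower in sperm, with 2, 0 and 2 counts in replicates 2 to 4 and 6 in replicate 1, against 123 and 116 in testes (log2 fold change -4.61, SE 1.36, edgeR adjusted p 0.0204). This call was lost without sperm replicate 2 or 4 (edgeR adjusted p 0.0851 and 0.0876), without the filter on low values (0.0847), with limma at pseudocount 0.1 (0.147), and with the replicate number from the labels as a block (0.367, where same-numbered samples had a mean r of -0.0253). Cd4 (NM_013488, chromosome 6, 124864693 to 124888247), a leukocyte marker, had 2 counts in sperm replicate 2, 0 in the other sperm samples, and 4 and 0 in testes. It was too low to be tested.

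Among the mRNA chosen as PCR targets, Tssk6 (NM_032004, chromosome 8, 69902184 to 69903518) was called higher in sperm, with 30, 79 and 27 counts in replicates 2 to 4, 7 in replicate 1, and 24 and 29 in the deeper testes samples. Its log2 fold change was 2.80 with SE 1.06 and an edgeR adjusted p of 0.046, and of the settings fitted to named transcripts the call held only with library size alone and for the gene sum. It was lost in each fit that left out a sperm replicate, without the filter on low values (edgeR adjusted p 0.183), with limma on log2(FPKM + 1) (0.108), and with all 4 sperm samples (0.157). With these and the replicate number from the labels as a block, the log2 fold change was 0.70 (edgeR adjusted p 0.848, mean r of same-numbered samples -0.0253). The contrast of that fit does not draw on replicate 3, which held 79 counts of Tssk6. Celf3 (NM_001289613, chromosome 3, 94478285 to 94496786) was called higher with 14, 0 and 9 counts in sperm replicates 2 to 4 and 0 in replicate 1 and in both testes samples (log2 fold change 6.87, SE 2.27, edgeR adjusted p 0.0394). Summed over the transcripts of the gene its log2 fold change was 1.38 (SE 1.53, edgeR adjusted p 0.543). The call was also lost with all 4 sperm samples (edgeR adjusted p 0.0762), without the filter on low values (0.0887) and with the replicate block (0.750). With limma it was lost on log2(FPKM + 1) (adjusted p 0.252), at pseudocount 0.1 (0.273) and with quantile normalization (0.0929). It held with library size alone (edgeR adjusted p 0.0376) and without sperm replicate 3 (4.92e-04), which had 0 counts. Without sperm replicate 2 or 4, Celf3 did not pass the filter on low values and was not fitted. Catsper2 (NM_153075, chromosome 2, 121391633 to 121414598) and Pcsk4 (NM_008793, chromosome 10, 80321283 to 80329748) had positive log2 fold changes of 2.09 (SE 1.53) and 2.55 (SE 1.57) that did not pass the threshold in edgeR's test (adjusted p 0.329 and 0.236). Both had 0 counts in sperm replicates 1 and 3, and without replicate 3 Catsper2 passed (log2 fold change 2.85, edgeR adjusted p 0.0414). Neither control mRNA differed in edgeR's test. Actb (NM_007393, chromosome 5, 142903115 to 142907976) had a log2 fold change of 0.95 (SE 1.38, adjusted p 0.655). Rplp1 (NM_018853, chromosome 9, 61913283 to 61914510) had a log2 fold change of -0.43 (SE 1.53, adjusted p 0.874) and at most 4 counts in any sperm sample.

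Of the 10 lncRNA that the study numbered Lnc1 to Lnc10 for PCR, 4 were called higher in sperm by edgeR. Lnc2 (NONMMUT025494.2, 410 bases) had FPKM of 6545 ± 3353 (SD, n = 3) in sperm, 4500 in replicate 1, and 16.5 ± 8.41 (SD, n = 2) in testes, a log2 fold change of 8.38 (SE 0.76, edgeR adjusted p 1.63e-13). Leftover rRNA was not tested as a source of the counts of Lnc2. Lnc3 (LTCONS_00052481, 581 bases) rose by 8.50 on the log2 scale (SE 1.99, edgeR adjusted p 0.00219), with 53, 13 and 8 counts in sperm replicates 2 to 4 and 0 in replicate 1 and in testes. Lnc4 (LTCONS_00023677, 651 bases) rose by 6.59 (SE 1.88, edgeR adjusted p 0.0157), with 0 counts in replicate 3 and 38 in replicate 1. Lnc5 (NONMMUT020970.2, 9497 bases) rose by 5.62 (SE 1.23, edgeR adjusted p 9.00e-04), also with fewer than 1 count in replicate 3, and the sum over its gene did not pass the threshold (1.67, SE 0.76, adjusted p 0.106). Lnc7 (NONMMUT080684.1) and Lnc9 (NONMMUT051344.2) were called lower, with log2 fold changes of -6.23 (SE 2.33, edgeR adjusted p 0.0449) and -4.46 (SE 1.03, edgeR adjusted p 0.00195). Several of these calls depended on the setting. Lnc4 and Lnc5 did not pass with limma on log2(FPKM + 1) (adjusted p 0.281 and 0.264), and Lnc9 did not pass without sperm replicate 4 (edgeR adjusted p 0.0761). Without sperm replicate 2 or 4, Lnc4 and Lnc5 did not pass the filter on low values and were not fitted. Lnc7 was lost in each fit that left out a sperm replicate, and with library size alone (edgeR adjusted p 0.0541). With all 4 sperm samples Lnc3 and Lnc7 passed (edgeR adjusted p 0.0337 each), and with the replicate number from the labels as a block they did not (0.170 and 0.765), where same-numbered samples had a mean r of -0.0253. Lnc6, Lnc8 and Lnc10 did not pass the threshold in edgeR's test, with adjusted p of 0.228, 0.304 and 0.491, and Lnc1 (NONMMUT090133.1) did not pass the filter in the 5 samples compared, with FPKM of 3.03 in replicate 2 and 0 in replicates 3 and 4, while replicate 1 had 21.3.

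The largest changes in log2(FPKM + 1) that held in every replicate compared were found in a single lncRNA gene, NONMMUG018329.2, of which 14 transcripts were listed. NONMMUT029670.2 (427 bases) had FPKM of 28825 ± 2922 (SD, n = 3) in sperm replicates 2 to 4 and was absent from both testes samples and from sperm replicate 1 (log2 fold change 16.81, SE 0.81, edgeR adjusted p 4.27e-27). NONMMUT029669.2 (410 bases) followed the same pattern, with a log2 fold change of 15.55 (SE 0.94, edgeR adjusted p 1.05e-21). NONMMUT029639.2 (3505 bases) had FPKM of 4526 ± 732 (SD, n = 2) in testes and 0 in sperm replicates 2 to 4, a log2 fold change of -17.58 (SE 0.71, edgeR adjusted p 5.61e-31). Summed over all its transcripts, the gene held 7.79% ± 1.20 (SD, n = 3) of counts in sperm replicates 2 to 4 and 1.71% ± 0.245 (SD, n = 2) in testes. In sperm replicate 1 it held 2.40% of 424629 rounded counts (Wilson 95% interval 2.36 to 2.45). The other largest fall in log2(FPKM + 1) among lncRNA was that of LTCONS_00088221 (237 bases), with 392 and 538 counts in testes and 0 in all 4 sperm samples (log2 fold change -11.12, SE 1.51, edgeR adjusted p 8.02e-08). The order differs by edgeR's log2 fold change. On that scale NONMMUT029636.2 of NONMMUG018329.2 rose by 18.05 (SE 0.72), more than NONMMUT029670.2. NONMMUT029635.2 of this gene had -12.74 (SE 1.21), a larger fall than that of LTCONS_00088221.

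Among mRNA, rises and falls were likewise ranked by log2(FPKM + 1). The largest rises were those of Eno1b (NM_001025388, chromosome 18, 48045335 to 48048379) and Prr3 (NM_001165892, chromosome 17, 35972539 to 35980244). Eno1b had FPKM of 151 ± 85.1 (SD, n = 3) in sperm and 0 in testes, a log2 fold change of 11.16 (SE 1.41, edgeR adjusted p 1.14e-08). Eno1b is a near-identical copy of Eno1, and the counts of both genes together gave -1.04 (SE 0.52, edgeR adjusted p 0.144), so the value for Eno1b alone is uncertain. Prr3 had FPKM of 316 ± 75.0 (SD, n = 3) in sperm and 3.00 ± 1.36 (SD, n = 2) in testes, a log2 fold change of 6.35 (SE 1.03, edgeR adjusted p 5.67e-06). The largest falls were those of the predicted mRNA MTCONS_00037136 and MTCONS_00034497, with log2 fold changes of -6.88 (SE 0.78, edgeR adjusted p 4.18e-10) and -6.14 (SE 0.88, edgeR adjusted p 3.27e-07), and both were lost with limma at pseudocount 0.1 (adjusted p 0.0963 and 0.0511).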

Values the study reported

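For mature sperm, the study gave 20,907 transcripts of known lncRNA belonging to 18,422 annotated genes. It predicted a further 4,088 lncRNA transcripts, assigned to 3,717 loci. Lengths between 200 and 3,000 bp accounted for 82.08% of the sperm lncRNA. One of the sperm replicates was dropped since its Pearson coefficient with the remaining ones fell below 0.85.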

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

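Tests of counting noise were chosen after the values were seen, and the test on sperm replicate 1 was set before. The test on the gene of Lnc5 uses a sum per gene, a setting chosen after the data were seen. With 33 measures examined over the 4 sperm samples, 6 had a sample whose gap to the nearest other sample, divided by the whole range, exceeded the critical quotient of Dixon's test, where chance gives about 1.65. In 4 of these 6 the other 3 sperm samples were at 0, which makes this quotient 1 whatever the remaining value is. The labels put all sperm samples in one group, so no biological explanation was tested for these 6.

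Rplp1 (NM_018853) had FPKM of 26.2 in sperm replicate 3 and 0, 4.41 and 0 in replicates 1, 2 and 4, a quotient of 0.832. It rests on 4 of the 6 counts in sperm, in a sample with 15.5% of the sperm total (one-sided exact binomial p 0.00672). The replicate was picked because it stood apart, so this p overstates the evidence against counting noise. Replicates of sperm also differed beyond counting noise in general, with a chi-square per degree of freedom of 14.3 to 24.8.

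Lnc5 (NONMMUT020970.2) had FPKM of 0.22 in sperm replicate 3 and 23.7, 23.2 and 24.2 in replicates 1, 2 and 4, a quotient of 0.958. Counting noise would not give 1 of 446 rounded counts in a sample with 15.5% of the total (one-sided exact binomial p 1.56e-31). Reads given to other transcripts of the gene did not account for it either, since the gene's counts summed to 15.6 ppm in replicate 3 and to 225, 339 and 230 ppm in replicates 1, 2 and 4. A difference between libraries or between animals remains and was not tested.

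Lnc9 (NONMMUT051344.2) and MTCONS_00034497 were listed in sperm replicate 2 alone among sperm samples, with quotients of 1 and 1. Each had 17 rounded counts in a sample with 44.9% of the sperm total, for which counting noise gives a one-sided exact binomial p of 1.22e-06 and 1.22e-06. Both were abundant in testes, at 422 and 315 counts for Lnc9. Markers of somatic testis cells had 0.021% of RefSeq mRNA counts in replicate 2 (21 counts, Wilson 95% interval 0.0137 to 0.0321). This lay below the 0.119% of replicate 3 (40 counts, interval 0.0877 to 0.162). It lay above replicate 1, with 0 counts (upper limit 0.00906%), and replicate 4, with 0.0147% (8 counts, interval 0.00746 to 0.0291). These shares neither singled out replicate 2 nor ruled out somatic testis cells as a source. Markers of late spermatids, some of which sperm also carry, had 0.206% in replicate 2 (206 counts, Wilson 95% interval 0.180 to 0.236), within the 0.149% to 0.309% of the other sperm samples. Earlier germ cells were not tested as a source. Both transcripts were called lower in sperm.

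Lnc7 (NONMMUT080684.1) in sperm replicate 2 and NONMMUT029639.2 in sperm replicate 1 also had quotients of 1 and 1, but rest on 0.5 and 0.01 of an estimated count. Rounded to whole counts all 4 sperm samples were at 0, so that the binomial p of 1 and 1 could not have come out otherwise, and these values cannot be told apart from counting noise.

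Sperm replicate 1 took no part in the comparison of groups. Of the 886 lncRNA called higher in sperm from the other replicates, 557 (62.9%) lay above both testes samples in replicate 1, in counts scaled by the total. If this came from a general rise of replicate 1 over testes, transcripts not called would show it as often, but 2697 of 15574 (17.3%) did. For mRNA the shares were 65.1% and 21.6%. Of the lncRNA not called, 10607 had 0 counts in replicate 1, so the comparison also reflects which transcripts were listed there. Among lncRNA listed in replicate 1, 557 of 562 called higher and 2697 of 4967 not called lay above both testes samples. The same testes samples enter the calls and this check, so a value low by chance in testes raises both, and this was not tested. A library batch that parts all sperm from all testes samples was not tested either. The pattern cannot be told apart from these explanations. Of the 886 lncRNA, 324 had 0 counts in replicate 1, where 3 counts are 7.07 ppm.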

How the results depend on the processing

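Thinning to equal totals, DESeq2, RLE factors, limma on log2(FPKM + 1), sums per gene, correlation over mRNA alone and the number of sperm replicates required were chosen after seeing the data, as were, for named transcripts, the fits without a filter and without each sperm replicate. Where no cause is named below, the cause was not tested.

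The number of listed lncRNA and mRNA was lower in sperm under every setting tried (detection at FPKM 0.1 or 1, all 4 sperm samples, equal totals, each replicate left out), and each ratio stayed within 1 SD of the sperm replicates of its value. Across the 5 settings that each left out one replicate, the ratio ran from 0.229 to 0.444 for lncRNA and from 0.203 to 0.418 for mRNA.

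The gap in mean r between sperm replicate 1 and the others, 0.263 on FPKM, was 0.184 over transcripts with FPKM of at least 1 in both samples and 0.0307 on log2(FPKM + 1). It reversed to -0.00357 with Spearman rho, to -0.0466 without the 10 highest transcripts and to -0.00716 over mRNA.

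The ratio of mean FPKM in sperm to testes kept its direction for both lncRNA classes. With medians it was 8.17 for known lncRNA and 6.46 for known mRNA. With one set of transcripts in the divisor it was 1.05 for known lncRNA and 1.16 for predicted lncRNA, and it reversed to 0.864 for known mRNA. The divisor is the cause here, since nothing else changed. The difference in the log2 ratio of lncRNA to mRNA, 0.08, was 0.29 with medians and 0.29 for transcripts with FPKM of at least 1, and ran from -0.0224 to 0.149 across the settings that each left out one replicate. The difference in the share of the highest transcripts was 22.0 percentage points with 100 transcripts in place of 10. Of the lncRNA in sperm, 10597 and 4114 remained when 2 or all 3 replicates were required, and 77.2% of the latter had 200 to 3000 bases.

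The counts of called transcripts depended on the setting, while no other fit of single transcripts called one in the direction opposite to the reported fit. The fits share samples, so this agreement in direction is not independent. Called in all 16 fits were 106 lncRNA higher and 87 lower, and 23 mRNA higher and 15 lower. These fits include the one limited to transcripts listed in all 5 samples. Summed per gene, 24 called lncRNA lay in a gene called the opposite way. Without the low-value filter, 342 lncRNA were higher and 737 lower, and 88 and 197 mRNA. Among transcripts listed in all 5 samples, 749 lncRNA were higher and 857 lower, and 290 mRNA were higher and 164 lower, so that the surplus of lower mRNA reversed. That set leaves out every transcript at 0 in any sample. With library size alone 1173 lncRNA and 341 mRNA were lower, and with DESeq2 1667 and 580. Quantile-normalized limma gave 832 lncRNA lower and 181 mRNA higher and 120 lower, and limma with pseudocount 0.1 gave 170 mRNA higher. All 4 sperm samples gave 510 lncRNA and 143 mRNA higher. With these and the replicate number as a block, 342 lncRNA were higher and 883 lower, and 83 and 189 mRNA. The contrast of the blocked fit rests on sperm replicates 1 and 2 alone, so its change is not due to the block alone. Equal totals gave 455 lncRNA higher and 761 lower, and 127 and 190 mRNA. Across the 3 fits that each left out one sperm replicate, lncRNA higher ran from 209 to 1360 and lower from 429 to 2003, and mRNA higher from 60 to 494 and lower from 98 to 720. Leaving out a testes replicate leaves 1 sample and was not fitted. Most adjusted p-values of the lncRNA called lower lie just under the threshold (68.3% between 0.04 and 0.05). Of the 3737 called lower, RLE factors kept 3735 (99.9%) and library size alone kept 1173 (31.4%). Whether nearness to the threshold caused the shifts was not tested.

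Of the 25 named transcripts tested, 10 kept their direction and side of the threshold under all alternatives fitted to them, and 15 did not. Over all their alternatives there were 222 unchanged results, 39 weaker, 1 stronger and 5 reversed. Without sperm replicate 2 or 4, Celf3, Pcsk4, Lnc4 and Lnc5 did not pass the filter, so 21 of 25 were fitted. The missing fits are in none of these numbers. Reversed were Prm2, to -0.11 with all 4 sperm samples and -0.41 with these and the replicate block (paired by the labels alone, mean r of same-numbered pairs -0.0253), Actb, to -0.72 with the block, Rplp1, whose values ran from -1.55 to 0.14 across the fits that each left out one sperm replicate, and NONMMUT029639.2, to 1.99 as a sum over its gene. Weaker calls were most frequent with limma at pseudocount 0.1 (8 of 25).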

Other observations

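The divisor, the 10 highest transcripts and library size alone were settings chosen before the data were examined. Their use as tests of an explanation was chosen after the result was seen, as were the tests of marker genes. The test of read assignment over all called lncRNA was narrowed after its first result was seen. Thinning to equal totals, sums per gene, correlation over mRNA alone and correlation without NONMMUG018329.2 were chosen after the data were seen. Tests that use them were therefore not set before.

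More transcripts were listed in testes than in sperm, and testes samples were deeper. At equal totals the ratio of listed lncRNA was 0.550, against 0.347 as deposited and a limit of 0.8 or more for depth as the sole cause. Depth may thus account for part of the difference. Differences between library batches, which would coincide with the groups, were not tested.

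The higher mean FPKM of known lncRNA in sperm was likewise reduced at equal totals, to a ratio of 2.16, and did not vanish. It nearly vanished when each sample was averaged over one set of transcripts, with a ratio of 1.05. A candidate explanation is that fewer transcripts are listed in a sperm sample, so that a near-constant sum is divided by a smaller number. FPKM in a sample sums to between 693412 and 733566, which holds the mean over one set within a narrow range whenever a class keeps its share. This test could therefore show a difference only through the shares of the classes, and the ratio was 0.864 for known mRNA, 0.730 for predicted mRNA and 1.16 for predicted lncRNA. Whether fewer transcripts are listed because of biology or of fragmented and scarce sperm RNA was not tested.

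Sperm replicate 1 had a lower r with the other sperm samples on FPKM. Without the 10 highest transcripts the gap in mean r was -0.0466, and without the 14 transcripts of NONMMUG018329.2 it was -0.0781, with a mean r of 0.888 for replicate 1 and 0.810 among the others. The lower r may therefore rest on this gene. A swap with a testes sample would give a high r with testes, but over mRNA replicate 1 had r of 0.967 to 0.977 with the other sperm samples and 0.442 to 0.478 with testes. Degradation of the sample was not tested.

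In that gene, transcripts changed in opposite directions. A long transcript, NONMMUT029639.2, held 50250 and 36254 counts in testes and at most 0.01 in sperm, while NONMMUT029636.2, of 3845 bases, held 8169 to 26793 counts in the 4 sperm samples and 0 in testes. If reads had only been moved between transcripts, the gene sum would not differ, but it rose by 1.99 on the log2 scale (SE 0.32, edgeR adjusted p 2.50e-06). A rise of the gene in sperm is a hypothesis that read assignment within the gene does not explain. The sum was compared with sperm replicates 2 to 4 alone. Replicate 1 was left out for a low r that may rest on this gene, so the choice of replicates may have enlarged the rise. In replicate 1 the gene held 2.40% of counts, against 1.88% and 1.54% in testes replicates 1 and 2. Which of its transcripts are present cannot be told apart from read assignment by these counts. Over all lncRNA genes, 44 had transcripts called in both directions.

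Read assignment was also weighed for all called lncRNA. Of 4623 called, 85.5% lay in a gene whose sum was called the same way, which would have counted against this explanation. Genes with a single transcript agree by construction, so the test was narrowed after this was seen to the 1456 called transcripts of genes with 2 or more, of which 63.6% agreed and 24 had a gene sum called the opposite way. This lies between the limits of the test (under 50% and 80% or more), so the calls in these genes cannot be told apart from read assignment. Transcript length showed no relation with the signed log2 fold change across tested lncRNA (Spearman rho 0.0049). A relation shared by both directions would not show in this value. The median length was 1353 bases for lncRNA called higher, 1303 for those called lower and 1173 for those not called. A link of length with being called was therefore not excluded.

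More lncRNA were called lower than higher in sperm, by a quotient of 4.22. It was 1.67 at equal totals and 1.32 with library size alone, against the 1.5 set as the limit for either explanation. Other scalings and tests lay on either side of this limit, with 1.23 for quantile-normalized limma, 1.92 for DESeq2 with its size factors, 4.05 for RLE factors in edgeR and 7.43 for limma on log2(FPKM + 1). Of the lncRNA called lower, 68.3% had an edgeR adjusted p between 0.04 and 0.05, and below 0.01 there were 654 lower and 265 higher. The size of the surplus may thus depend on the scaling and on the threshold, and it cannot be told apart from an effect of scaling.

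Eno1b was 0 in both testes samples and rose by 11.16 on the log2 scale in sperm, whereas Eno1 (NM_023119) fell by 2.38 (SE 0.73, edgeR adjusted p 0.0259). Counts of both genes together changed by -1.04 (SE 0.52, edgeR adjusted p 0.144). Reads of one gene given to the other are a candidate explanation for the rise of Eno1b. In sperm replicate 3 all 143 counts of the pair were given to Eno1b and 0 to Eno1.

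RNA from other cells was examined as a source of mRNA called higher in sperm with a list of epididymis and blood marker genes. Only 10 of the 24 listed genes had a value, so the check is void. The share of RefSeq mRNA counts in these genes was 0.00474% in sperm and 0.011% in testes (ratio 0.432), on 0 to 5.03 counts in sperm replicates 2 to 4, and no marker was called higher. In sperm replicate 1, which took no part in the comparison, it was 0.0283% on 12 counts (Wilson 95% interval 0.0162 to 0.0495), above both testes samples. All 9 genes of a list of somatic testis markers had a value. Their share was 0.0517% ± 0.0587 (SD, n = 3) in sperm and 0.0606% ± 0.00332 (SD, n = 2) in testes. In sperm replicate 3 it was 0.119% on 40 counts (Wilson 95% interval 0.0877 to 0.162), above both testes samples, and none of these genes was called higher. The mRNA called higher cannot be told apart from RNA of other cells at this depth.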
